A study of Homo sapiens with 10 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

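H3K27ac ChIP-seq was performed in SKBR3 and MDA-MB-453 cells, 2 established HER2 breast cancer cell lines, with and without the cytokine TWEAK. Per the labels, cells were serum starved for 8 h, and TWEAK was given at 10 ng/ml for 48 h and replenished at 24 h. Each line had 2 untreated and 2 TWEAK libraries, giving 8 peak lists. The 2 input samples, 1 per line, had no peak list of their own and were not used here.

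The authors mapped reads to hg38 with Bowtie2, called peaks in each library with MACS2 with input subtracted, and removed blacklisted regions with bedtools. Peak numbers missing from the lists, which such a removal leaves behind, made up between 1.17% and 1.34% of the numbers in a list. Each deposited list gives the position of a peak, a whole-number score, a fold enrichment (a ratio over background), and the −log10 of a p-value and of a q-value. The layout has 9 columns and no summit, as MACS2 writes for broad peaks, but the calling options are not stated. The authors' score, fold enrichment ratio and −log10 q were used only to describe, rank or filter peaks within their own list. The lowest −log10 q in any deposited list was 1.00, which is a q-value just under 0.1.

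Read counts were not used here, so the depth of each library is unknown and no interval for counting reads can be given. A deeper or better enriched library lists more peaks, and a region absent from a list may have had signal just under the caller's threshold. The study compared ChIP-seq signal with DiffBind, which needs reads. Presence in each list was compared in its place.

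Sequence names and chromosome ends in the lists were checked against the hg38 reference, and 0 names and 0 peaks fell outside it. Chromosomes 1 to 22 and X were analysed. In each line, peaks of the 4 lists that overlapped by 1 bp or more were merged, and a region was present in a list with at least 1 bp of a peak. A region was called gained when both TWEAK lists and neither untreated list held it, and lost when the reverse held. The same count was made for the 5 other choices of 2 of the 4 libraries, which gives the number obtained without regard to treatment. Strong regions are those whose peaks ranked above the 50th percentile of both lists that held them.

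Differences in the number of peaks, in covered length and in super-enhancer-like regions were tested with exact two-sided permutation tests over 6 assignments of the libraries, for which the smallest p is 0.333. The count for 1 of 6 choices has a smallest p of 0.167. Peak lists were compared by the Jaccard index (bp shared over bp covered by either list), exactly over the 3 ways to split 4 libraries into pairs. Regions gained in both lines were set against all 36 pairs of choices. Cell line specific regions were set against all 35 splits of the 8 libraries into 4 and 4.

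Super-enhancer-like regions followed the ROSE procedure without reads: peaks not wholly within 2.5 kb of a transcription start site (TSS) were stitched across 12.5 kb and ranked within each list by the sum of peak width times the authors' fold enrichment. The threshold was the point of slope 1 on the scaled rank curve. They were shared where they overlapped by 5 kb.

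TSS and genes came from GENCODE release 44. A promoter region lay within 1 kb of a TSS. Motifs were searched on both strands in the 1000 bp around the region midpoint, as GGGRNWYYCC for NF-κB and TGASTCA for AP-1 (IUPAC codes). The nearest protein-coding TSS was compared with a list of 50 NF-κB target genes. These shares were compared between gained and lost regions with two-sided Fisher's exact tests over regions, adjusted by the Benjamini-Hochberg method over 8 tests. Regions of the same libraries are not independent replicates, so these tests compare the libraries and not the conditions. Intervals on shares are 95% Wilson intervals and cover counting error only.

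The NAMPT window was the gene with 100 kb on each side. The guide pairs of the study's enhancer deletions were matched exactly to chromosome 7, both strands, next to an NGG PAM, and the interval between their expected cuts was taken. The downstream guide of enhancer 3 had no exact match and was matched without its 5′ base, a choice made after the search.

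The genes and regions named were fixed by rule before the data were examined, as were the comparisons and the alternatives listed here: 9 genes tied to the study, reported by the rank of the peak within 1 kb of a TSS, the 3 gained and 3 lost regions per line with the highest mean percentile in the lists that held them, and up to 5 regions gained in both lines. Alternatives were a stricter threshold (q under 1e-05), lists of equal size, an overlap of at least 50% of the merged region, merging of peaks up to 1 kb apart, every sequence in the lists, other windows and motifs, other stitching rules, the replicate number as a block, and leaving out each replicate. Alternatives and tests chosen later are named in the closing section. The limits used to read those tests were set when each was written: 95% identity over 80% of a peak for a near-identical copy on chromosome X, an overlap of 50% of regions for chromatin of the other line, and 10% for the first test of the same explanation.

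The interval functions were tested on simulated lists with 200 regions gained and 200 lost in each line, among 62104 merged regions for SKBR3 and 42831 for MDA-MB-453, and 100% of both were recovered. Replicates were checked for being deposited in duplicate: among 12 pairs of lists, at most 0.00457% of peaks had identical coordinates. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, bedtools 2.31.1, blastn 2.17.0 and matplotlib 3.10.9.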

Results

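To examine how TWEAK, the ligand of the Fn14 receptor, alters the enhancer landscape of HER2 breast cancer cells, H3K27ac peak lists of SKBR3 and MDA-MB-453 cells were compared with and without the ligand. H3K27ac marks active promoters and enhancers. Both lines are HER2 breast cancer lines, and each had 2 untreated and 2 TWEAK libraries. Peaks were called by the authors in each library separately. Read counts were not used, so the lists themselves are the only record used here of how much each library could detect.

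SKBR3 lists held 45157 and 43684 peaks in untreated cells and 45371 and 51687 peaks after TWEAK. Their covered length was 96.4 and 92.1 Mb without TWEAK and 96.1 and 105.7 Mb with it. MDA-MB-453 lists were shorter and more alike, with 36148 and 37813 peaks in untreated cells and 37634 and 36835 peaks after TWEAK. Enrichment also differed among the SKBR3 libraries. The share of peaks with the authors' q-value under 1e-05 was 39.4% in untreated replicate 1, 52.6% in untreated replicate 2, 48.3% in TWEAK replicate 1 and 48.8% in TWEAK replicate 2. In MDA-MB-453 it lay between 59.8% and 63.8%.

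The first question was whether TWEAK changed the amount of chromatin called as acetylated. In SKBR3 the mean number of peaks was 44420.5 ± 1042 (SD, n = 2) without TWEAK and 48529 ± 4466 (SD, n = 2) with it. The difference of 4108.5 peaks gave p = 0.333 in the exact two-sided permutation test, the smallest p that 2 libraries against 2 allow. Without TWEAK replicate 2 it was 950.5 peaks. Covered length was 6.63 Mb higher with TWEAK (exact permutation p = 0.667). It was 1.86 Mb higher without TWEAK replicate 2 and 11.4 Mb higher without TWEAK replicate 1. In MDA-MB-453 the difference was 254 peaks and 0.135 Mb (exact permutation p = 1 for both), less than the spread between replicates.

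To find individual regions, the 4 lists of each line were merged. SKBR3 gave 62104 regions, of which 30803 (49.6%) were in all 4 lists. MDA-MB-453 gave 42831 regions, of which 31162 (72.8%) were in all 4 lists.

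In SKBR3, 2865 regions were gained with TWEAK, being present in both TWEAK lists and in neither untreated list, and 868 were lost. The gained count was the highest among the 6 choices of 2 libraries (exact p = 0.167, the smallest possible), and the other choices held between 373 and 1983 regions. The 1983 regions belonged to untreated replicate 2 and TWEAK replicate 2. The lost count was exceeded by 3 of the other choices (exact p = 0.667). Among the alternatives that kept all 4 libraries, the one that moved the gained count most was the restriction to strong regions, which rank in the upper part of both lists that hold them. It left 297 gained and 2 lost regions, and no other choice held more than 28. With the stricter threshold 1569 regions were gained and 195 lost, and the next choice, with 1456, came close to the gained count. Leaving out 1 library, which drops a condition, gave between 4557 gained regions (without untreated replicate 1) and 10679 (without TWEAK replicate 1), and between 1997 lost regions (without TWEAK replicate 1) and 5879 (without untreated replicate 2).

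In MDA-MB-453, 570 regions were gained and 558 were lost, and the other 4 choices held between 340 and 662. The gained count was second of the 6 (exact p = 0.333). Among strong regions 1 was gained and 0 were lost. The lost count was the highest of the 6 choices with lists of equal size (593) and under the stricter threshold (320, against 291 gained). Leaving out 1 library gave between 1173 gained regions (without untreated replicate 1) and 2198 (without TWEAK replicate 2), and between 1164 lost regions (without TWEAK replicate 2) and 2319 (without untreated replicate 1). Whether the lines differed in the ratio of gained to lost regions was tested over the 36 pairs of choices. The log2 ratio was 1.72 in SKBR3 and 0.03 in MDA-MB-453, and the difference of 1.69 gave an exact two-sided p of 0.278. The smallest p this test allows is 0.0556.

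**Figure D1:**
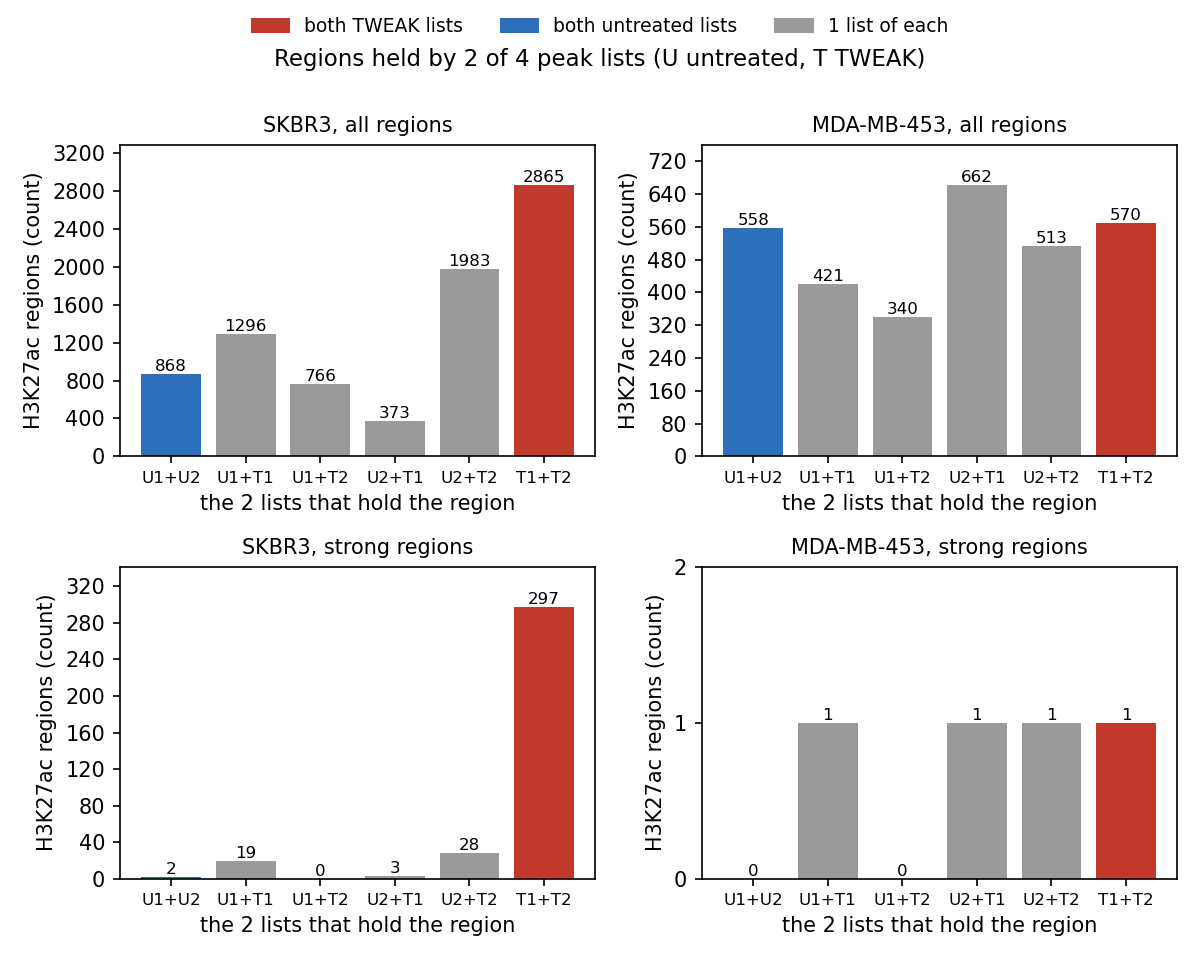
Number of H3K27ac regions (vertical axis, counts) held by exactly 2 of the 4 peak lists of a line, for each choice of 2 lists (horizontal axis, U untreated and T TWEAK, with the replicate number), for all regions and for strong regions. In SKBR3 the TWEAK pair holds 2865 regions and 297 strong regions, while in MDA-MB-453 its 570 regions lie within the range of the other choices.

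Similarity of the lists was compared next. Within SKBR3 the Jaccard index lay between 0.607, for untreated replicate 1 and TWEAK replicate 2, and 0.690, for untreated replicate 1 and TWEAK replicate 1. Same-treatment pairs exceeded the other pairs by 0.0162 on average, and the split by replicate number gave a larger value of 0.0178 (exact p = 0.667 over 3 splits). With lists of equal size the difference was 0.0167. Within MDA-MB-453 the index lay between 0.790 and 0.801. Same-treatment pairs exceeded the others by 0.00526, the largest of the 3 splits (exact p = 0.333, the smallest possible). Lists from different lines had an index of 0.309 to 0.341.

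Gained regions were then placed in the genome. In SKBR3, 9.04% of gained regions lay within 1 kb of a TSS (95% Wilson interval 8.04% to 10.1%), against 20.6% of lost regions (18.1% to 23.4%) and 39.2% of regions in all 4 lists. The difference was −11.6 percentage points (Fisher's exact test, p = 1.92e-18, adjusted p = 5.11e-18, comparing these libraries only). The other 4 choices had shares between 9.53% and 15.0%, so that the lost set lay farther from them than the gained set, which ranked lowest of the 6. The stricter threshold moved the difference most, to −26.0 points. Without untreated replicate 2 it was −0.304 points. Introns and sequence outside protein-coding genes together held 89.1% of SKBR3 gained regions. In MDA-MB-453 the promoter share was 13.2% of gained and 8.96% of lost regions, a difference of 4.20 points (Fisher's exact test, p = 0.0289, adjusted p = 0.0462), and the gained set ranked highest of the 6 choices. The difference changed sign, to −0.240 and −0.113 points, without TWEAK replicate 1 and without TWEAK replicate 2.

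NF-κB and AP-1 are transcription factors that the study tied to TWEAK, so their motifs were counted. In SKBR3 the NF-κB motif was found in 29.2% of gained regions (838 of 2865, 95% Wilson interval 27.6% to 30.9%) and in 12.3% of lost regions (107 of 868, 10.3% to 14.7%). The difference was 16.9 points (Fisher's exact test, p = 3.66e-26, adjusted p = 1.46e-25). The other 4 choices of libraries had shares between 9.58% and 13.1%, so that the gained set ranked highest of 6. In the 297 strong gained regions the share was 50.5%. Regions in all 4 lists had a share of 15.1%. The difference was 7.07 points without TWEAK replicate 1 and 10.4 points without TWEAK replicate 2.

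In MDA-MB-453 the NF-κB motif was found in 19.5% of gained regions (111 of 570, 16.4% to 22.9%) and in 8.24% of lost regions (46 of 558, 6.24% to 10.8%). The difference was 11.2 points (Fisher's exact test, p = 4.34e-08, adjusted p = 8.68e-08), and the other 4 choices had shares between 9.71% and 10.3%. Leaving out 1 library loosens the definition of gained and lost, so a lower value there does not show that any library mattered. The difference was 3.90 points without TWEAK replicate 2, 5.77 without TWEAK replicate 1, 6.17 without untreated replicate 1 and 7.05 without untreated replicate 2. The motif difference between the lines was 5.69 points (exact two-sided p = 0.556 over 36 pairs of choices).

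The AP-1 motif was found in 36.5% of SKBR3 gained regions and 16.5% of lost regions (Fisher's exact test, p = 7.39e-31, adjusted p = 5.92e-30). The other choices reached 29.5%, in regions shared by untreated replicate 1 and TWEAK replicate 2. Without TWEAK replicate 2 the difference of 20 points was 9.73 points. In MDA-MB-453 the AP-1 shares were 25.1% and 21.9% (Fisher's exact test, p = 0.207, adjusted p = 0.276). The difference of 3.22 points lay between 0.279 and 1.16 points when 1 library was left out.

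**Figure D2:**
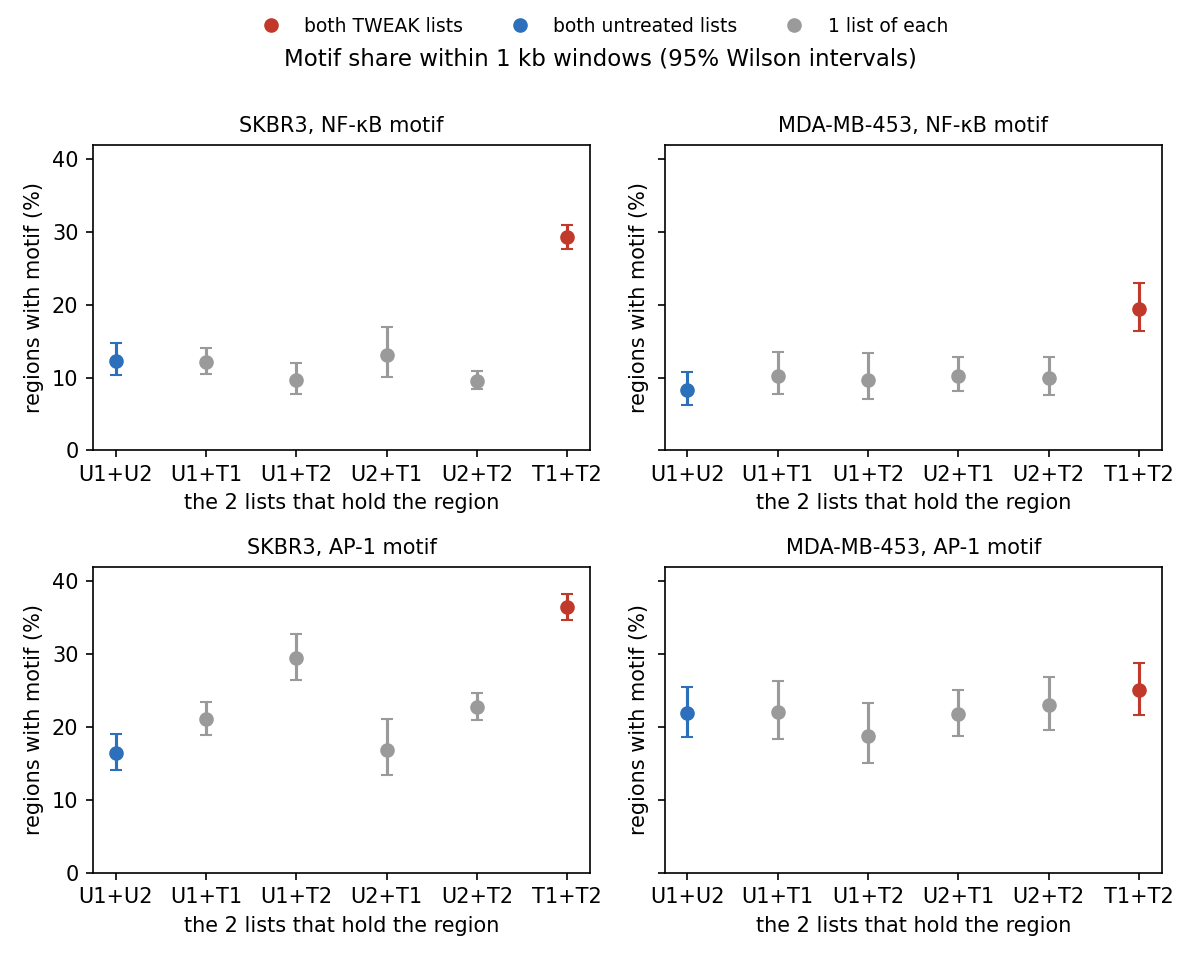
Percentage of regions with an NF-κB or an AP-1 motif (vertical axis) for each choice of the 2 lists that hold the region (horizontal axis, U untreated and T TWEAK, with the replicate number). Points are shares and bars 95% Wilson intervals. The NF-κB share of the TWEAK pair is 29.2% in SKBR3 and 19.5% in MDA-MB-453, with no other choice above 13.1%.

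Of the 50 NF-κB target genes, 17 were nearest to a gained region in SKBR3, among them TRAF1, TNFAIP3, RELB, ICAM1, CCL5 and CXCL1 (chosen after their values were seen), and 5 to a lost region. As a share of regions this was 0.733% of gained and 0.576% of lost regions (Fisher's exact test, p = 0.816, adjusted p = 0.933), and the other choices had up to 0.386%. In MDA-MB-453, 2 target genes, SDC4 and TRAF2, were nearest to a gained region and 3, CD83, NFKB1 and NFKBIA, to a lost region (Fisher's exact test, p = 1).

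The highest ranked SKBR3 gained region (hg38) spanned chromosome 1 from 154750015 to 154752753, in an intron of KCNN3, at a mean percentile of 93.5 within the TWEAK lists. The next lay on chromosome 8 from 70678540 to 70681419 in an intron of XKR9, with an AP-1 site, TGAGTCA, at 70679721 to 70679727, and had a mean percentile of 92.6. The third lay on chromosome X from 40869455 to 40873734, outside protein-coding genes and 136 kb from the TSS of MED14, at a mean percentile of 92.6. It held 3 NF-κB motifs, among them GGGACTTTCC at 40871483 to 40871492. The percentile was higher in TWEAK replicate 2 than in replicate 1 for all 3 regions, as at KCNN3, with 97.9 against 89.1. The highest ranked lost region of SKBR3 was 297 bp long, on chromosome 8 from 75278347 to 75278643, 129.5 kb from the TSS of HNF4G, at a mean percentile of 61.0. It held an NF-κB motif, GGGAGTTCCC, at 75278584 to 75278593. The other lost regions lay at an exon of TOMM20L (mean percentile 55.9) and an intron of CFAP73 (53.7). Under the stricter threshold the gained regions still met the pattern and the 3 lost regions did not.

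Changed regions of MDA-MB-453 ranked lower. Among the 3 highest ranked gained regions, of which 1 is not described here, was one on chromosome 9 from 136901343 to 136903448, in an intron of TRAF2, at a mean percentile of 43.4. It held GGAAAGTCCC at 136902568 to 136902577 and again at 136902600 to 136902609. Another was on chromosome 16 from 31268570 to 31270100 in an intron of ITGAM, at a mean percentile of 39.9, with GGGACTTTCC at 31269670 to 31269679. Lost regions near SLC43A1, KLHDC4 and BRINP1 had mean percentiles of 45.4, 37.2 and 35.2, and the region near KLHDC4 held an NF-κB motif, GGGGCTTCCC, at 87806777 to 87806786. The region at ITGAM and these 3 lost regions did not meet the pattern under the stricter threshold.

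Regions gained in both lines numbered 10, and 3 of the 36 pairs of choices gave as many (exact p = 0.0833). The other pairs held between 0 and 11. Under an overlap of at least 50% of the merged region the count was 33 and the highest of the 36 pairs (exact p = 0.0278, the smallest possible), so that this call depended on the overlap rule. Equal list size gave 7 regions (exact p = 0.25), and leaving out 1 library gave between 17, without untreated replicate 1 of either line, and 33, without TWEAK replicate 1 of SKBR3. The highest ranked shared region was on chromosome 15 from 97997479 to 98000427, 38.3 kb from the TSS of ARRDC4 and with an NF-κB motif. Its mean percentile was 79.8 in SKBR3 and 25.8 in MDA-MB-453. The next were nearest to NFIA, ISX, C13orf42 and MLIP.

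Cell line gave a far larger difference than a treatment change shared by both lines. Of 76044 regions merged over 8 lists, 10747 were in all 4 SKBR3 lists and no MDA-MB-453 list, and 7998 the reverse. The sum, 18745, was the highest of the 35 splits of the 8 libraries (exact p = 0.0286). The highest of the other splits gave 52, and the split by treatment gave 16. The split by treatment counts only regions that changed the same way in both lines, so it does not measure the change within a line. The stricter threshold, which moved the count by line most, gave 9422 specific regions, also the highest of the 35 splits.

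Super-enhancer-like regions, which are clusters of peaks with high summed enrichment, numbered 947 and 999 in untreated SKBR3 and 922 and 1091 after TWEAK. The mean difference of 33.5 was less than the spread between replicates (exact permutation p = 1), and without TWEAK replicate 2 it was −51. Between both TWEAK lists and neither untreated list, 47 were gained, against 32 lost and up to 60 in the other choices (exact p = 0.333). In MDA-MB-453 the lists held 881 and 863 untreated and 840 and 895 after TWEAK (difference −4.5, exact permutation p = 1). There, 11 were gained and 13 lost (exact p = 0.833 for the gained count). With a stitching distance of 5 kb 26 were gained, and with peaks near a TSS kept 33, each the highest of the 6 choices (exact p = 0.167). Leaving out 1 library gave up to 219 gained in SKBR3 and up to 63 in MDA-MB-453, both without TWEAK replicate 1.

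Since the study tied a super enhancer near NAMPT to TWEAK in triple-negative cells, that locus was examined in the HER2 lines. NAMPT lies on the minus strand of chromosome 7 from 106248298 to 106285966. The window with 100 kb on each side held 10 merged regions, of which 3 were in all 8 lists. None was gained with TWEAK in SKBR3, and 0 were lost. In MDA-MB-453, 0 were gained and 1 was lost, a region merged over the 8 lists from 106364858 to 106366420. Its untreated MDA-MB-453 peaks were narrower, at 106365229 to 106365814 and 106365771 to 106365997. They had low percentiles of 13.8 and 17.2, so signal just under the threshold after TWEAK cannot be excluded. That region had a peak in all 4 SKBR3 lists, at percentiles of 40.3 and 24.8 untreated and 67.9 and 74.9 after TWEAK. The peak at the NAMPT TSS ranked between the 98.3 and 99.4 percentile in SKBR3 lists and between 88.8 and 90.6 in MDA-MB-453 lists.

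The intervals deleted in the study were 106313180 to 106314259 (enhancer 1), 106329468 to 106330486 (enhancer 2) and 106345015 to 106345921 (enhancer 3), which start 27.2, 43.5 and 59.0 kb from the NAMPT TSS, on the side away from the gene body. The peak at enhancer 1 was present in all 8 lists. Its percentile was 62.3 and 68.2 in untreated SKBR3 and 74.7 and 84.7 after TWEAK. In MDA-MB-453 it was 27.3 and 14.0 untreated and 16.7 and 4.54 after TWEAK. Ranks within a list were not tested between lists. Enhancers 2 and 3 overlapped a peak in 0 of 8 lists, and signal under the caller's threshold there cannot be excluded.

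**Figure D3:**
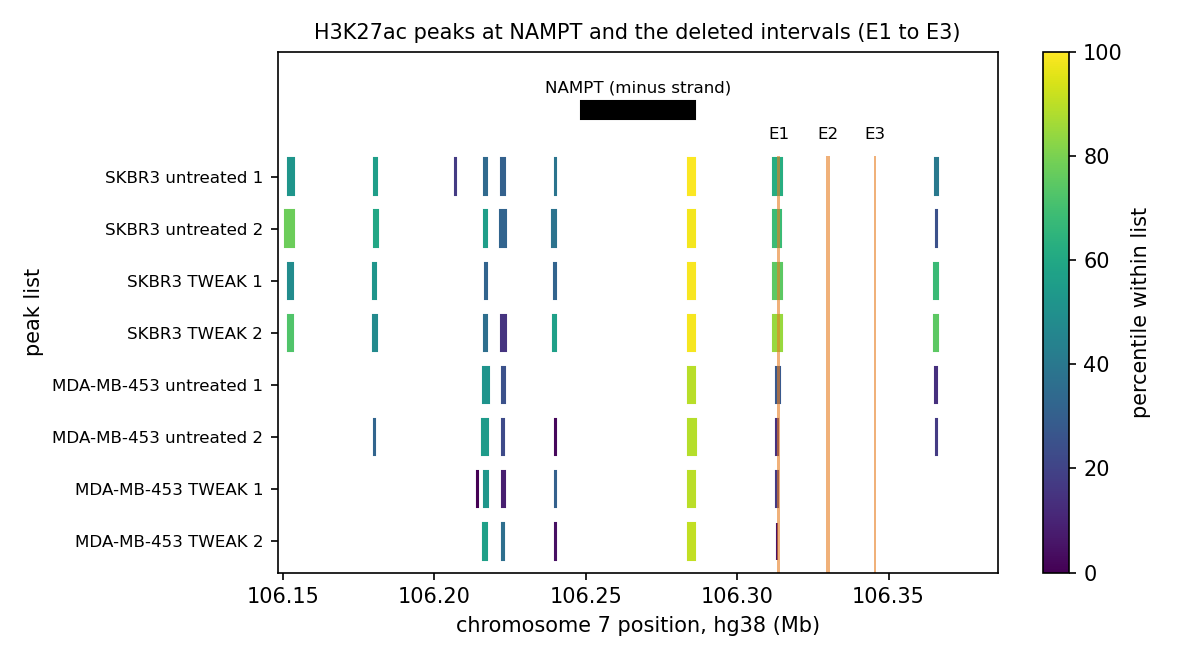
H3K27ac peaks in the NAMPT window on chromosome 7 (horizontal axis, hg38 position in Mb) for each of the 8 peak lists (vertical axis), coloured by percentile within the list. The black bar is NAMPT and orange bars are the 3 deleted intervals. Enhancer 1 overlaps a peak in all 8 lists and the other intervals in 0.

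Of the 9 genes named in advance, NAMPT, TNFRSF12A (the Fn14 gene), MAFG, NFKB2, RELB, ERBB2, ITGAV and KIF18A had a peak at the TSS in all 8 libraries. TNFSF12, which encodes TWEAK, had a peak in 0. TNFRSF12A peaks ranked between percentiles 80.3 and 96.5, and ERBB2, the HER2 gene, ranked at 99.98 or above in every list.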

Values the study reported

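By ATAC-seq, the study reported that TWEAK increased accessibility at 4186 sites and decreased it at 550 in triple-negative lines. More than 90% of those sites were intronic or intergenic. They were described as generally unperturbed in SKBR3. The H3K27ac changes of triple-negative lines were reported as weakly regulated by TWEAK in HER2 lines. Super-enhancer activity at NAMPT was reported as induced only in triple-negative cells. There, deletion of enhancer 3, but not of enhancer 1 or enhancer 2, reduced the NAMPT expression induced by TWEAK. The study placed the TWEAK-responsive super enhancer of NAMPT about 40 kb downstream of the promoter. NAMPT lies on the minus strand, and the deleted intervals mapped to the side away from the gene body, which is upstream of its TSS.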

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

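The tests in this part were chosen after the result was seen. Chromosome Y was left out of the comparisons, and no control list was used for it. The MDA-MB-453 lists held 7 peaks on chromosome Y, where a count of 0 allows 3, and the SKBR3 lists held 1. The 7 peaks were not independent, since they fell at 2 positions, which is not above that limit. At the first, 5607585 to 5607869, all 4 libraries had a peak, and the sequences matched chromosome X over 100% of their length with up to 99.645% identity. Reads from that copy are a candidate source of these 4 peaks. At the second, 10124711 to 10125732, 3 libraries had a peak, and the best match to X had an identity of 92.248%, which argues against a near-identical copy on X there. A copy on another chromosome was not tested, and no biological explanation was tested.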

How the results depend on the processing

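The alternatives for the 12 regions chosen by rank and for motif shares away from a TSS were chosen after seeing the data. No alternative took a difference in motif, promoter or target gene share across the 0.05 threshold of Fisher's exact test among those that kept all 4 libraries. The SKBR3 NF-κB difference stayed between 10.3 and 20.4 points, and that of MDA-MB-453 between 9.05 and 14.5 points, under the alternatives that kept all 4 libraries. Under these the promoter difference lay between −26.0 (stricter threshold) and −8.71 points in SKBR3 and between 4.28 and 8.52 points (stricter threshold) in MDA-MB-453.

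The stricter threshold gave 1569 gained and 195 lost regions in SKBR3, 291 gained and 320 lost in MDA-MB-453, and 9422 cell line specific regions. It lists fewer peaks by construction. Restriction to strong regions gave 297 and 2 in SKBR3 and 1 and 0 in MDA-MB-453. With lists of equal size 1303 regions were lost in SKBR3, and with an overlap of at least 50% of the merged region 1309 were lost in SKBR3, 876 were lost in MDA-MB-453 and 33 were gained in both lines (exact p = 0.0278, against 0.0833 with any overlap). The cause of these shifts was not tested. The gained count of SKBR3 was the highest of the 6 choices under each of these settings, but the margin varied. The next choice held 1456 regions under the stricter threshold, 28 among strong regions, 1580 with lists of equal size (2237 gained) and 2792 under the overlap rule (3426 gained).

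Super-enhancer-like regions gained numbered 80 in SKBR3 and 26 in MDA-MB-453 with stitching at 5 kb, 33 in MDA-MB-453 with peaks near a TSS kept, and 20 in SKBR3 among the 500 highest ranked. The difference in their number in MDA-MB-453 reversed, from −4.5 to 45.5 with stitching at 5 kb and to 50 with TSS peaks kept. Also in MDA-MB-453, the stricter threshold reversed the difference in peaks to −48.5 and the AP-1 difference to −1.16 points, and the target gene difference reversed to 1.03 points under it and to 0.240 points at equal list size. None of these differences was past its threshold under either setting, and the cause was not tested.

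Leaving out 1 library drops a condition from the definition of gained and lost, so their counts rise by construction. Across the 4 fits per line, gained regions ranged from 4557 to 10679 in SKBR3 and from 1173 to 2198 in MDA-MB-453, and lost regions from 1997 to 5879 and from 1164 to 2319. Over 8 fits, regions gained in both lines ranged from 17 to 33. Super-enhancer-like gains ranged from 70 to 219 in SKBR3 and from 26 to 63 in MDA-MB-453. The NF-κB difference ranged from 7.07 to 12.7 points in SKBR3 and from 3.90 to 7.05 in MDA-MB-453. The AP-1 difference of SKBR3 ranged from 9.73 to 20.4 points, and the promoter difference from −12.4 to −0.304 points. The promoter difference of MDA-MB-453 ranged from −0.240 to 5.92 points.

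Replicate numbers were not taken to pair the libraries, since nothing in the labels says that a number marks a shared batch. Deviations of same-numbered libraries had a correlation of 0.150 in SKBR3 and −0.00659 in MDA-MB-453, so that a shared factor cannot be excluded in SKBR3. With the replicate number as a block, the differences were 4108.5 peaks (exact sign-flip p = 0.5, the smallest that 2 pairs allow) and 6.63 Mb in SKBR3, and 254 peaks and 0.135 Mb in MDA-MB-453 (exact p = 1). Same-numbered minus cross-numbered similarity under this pairing was 0.0345 in SKBR3 and −0.00176 in MDA-MB-453.

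Of the 12 regions chosen by rank, of which 1 is not described here, 7 were no longer gained or lost under the stricter threshold, none of them a gained region of SKBR3. The unknown depth limits every absence: 2 libraries against 2 cannot reach 0.05, and a region missing from a list can lie just under the caller's threshold.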

Other observations

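The tests on list length, on MDA-MB-453 chromatin, on NF-κB in all regions found in 1 list, on AP-1 in strong regions found in 1 list and on promoters in both lines were chosen after the result was seen, and the restriction to regions away from a TSS was added after the data were seen.

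The excess of gained regions in SKBR3 might reflect the longer list of TWEAK replicate 2. For strong regions the tables argue against this: the largest other choice with that library held 28 strong regions, against 297 for the TWEAK pair. Chromatin of MDA-MB-453 in the TWEAK libraries was also argued against, since 16.2% of strong gained regions lay at any MDA-MB-453 region, while 65.1% of regions in all 4 SKBR3 lists did. That overlap test replaced an earlier one after its result was known. The earlier test took the strongest MDA-MB-453 regions that both untreated SKBR3 lists lacked, and found 7.04% of 142 in both TWEAK lists, against 4% in the mirror comparison of 125 regions. Under its own limit it too argued against the explanation. For all 2865 regions the question stays open. At equal list size the TWEAK pair held 1.42 times as many regions as the next choice, under the stricter threshold it held 1569 against 1456, and list length cannot be told apart from treatment because enrichment also differs among the libraries.

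In MDA-MB-453 the gained count lay within the range of the other choices of libraries, yet the NF-κB motif share of the gained regions lay above that of every other choice. GC content did not account for this: weighted to the GC content of the gained regions, the other choices had a share of 10.7% in MDA-MB-453 and 9.01% in SKBR3, against 19.5% and 29.2% observed. Base composition was examined with 20 reordered versions of the motif. Their gained minus lost difference lay between −1.89 and 3.38 points in MDA-MB-453. In SKBR3 it lay between −13.0 and −1.23 points, where all 20 were rarer in gained regions. The NF-κB motif cannot hold the base pair sequence CG, while each reordered version can, so they are not matched in that respect. This test therefore cannot exclude base composition. Promoter regions carried the motif more often than distal ones, by 8.40 points in lost regions of SKBR3 (Fisher's exact test, p = 0.00331) and 10.7 points in those of MDA-MB-453 (p = 0.0150). In gained regions the excess was smaller, at 4.77 points in SKBR3 (Fisher's exact test, p = 0.115) and 5.21 points in MDA-MB-453 (p = 0.278). The fewer promoters among SKBR3 gained regions would therefore lower their share, not raise it. In MDA-MB-453 the gained regions had more promoters, but away from a TSS the difference was 11.5 points, which argues against promoters as the whole cause. The test first set out, for fewer promoters and away from a TSS in both lines, gave 18.2 points in SKBR3 and was replaced there because it could not have shown an effect of promoters in that direction. The excess over the weighted share corresponds to 49.9 regions in MDA-MB-453 and 579.9 in SKBR3. A candidate explanation is a small response to TWEAK within a set that is otherwise noise near the threshold. It was expected to raise the share in the higher ranked gained regions, but the difference by rank was 2.46 points in MDA-MB-453 (Fisher's exact test, p = 0.526), against 16.5 points in SKBR3, so the explanation stays open.

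Regions held by only 1 list showed the same tendency. Their NF-κB share was 11.8% and 11.5% in untreated SKBR3 and 14.3% and 17.1% after TWEAK, and 8.12% and 8.79% in untreated MDA-MB-453 and 10.8% and 12.2% after TWEAK. The mean difference was 3.52 points (exact two-sided permutation p = 0.0556 over 36 assignments, the smallest possible). A response to TWEAK below reproducible detection may contribute, and the number of libraries keeps this open.

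TWEAK replicate 2 of SKBR3 stood apart, with 361 strong regions found in no other SKBR3 list, against 41, 23 and 9 for the others. A stronger response in that library might explain them. Their NF-κB share was 26.0%, against 15.1% of the corresponding regions of the other libraries (Fisher's exact test, p = 0.0513), which does not decide. Their AP-1 share was 41.8%, against 17.8% of the corresponding 73 regions (Fisher's exact test, p = 0.000101). Promoter share differed as well, at 8.31% against 22.2% to 56.5% in the other libraries, and the AP-1 comparison was not adjusted for it. Among all regions found in 1 SKBR3 list the AP-1 share was 33.4% for TWEAK replicate 2 and between 15.7% and 21.2% for the others. There the promoter shares were closer, at 7.12% and between 7.93% and 16.6%. As TWEAK replicate 2 is 1 library, a stronger response cannot be told apart from another property of it. The AP-1 signal of SKBR3 may belong in part to this library: other choices that include it had AP-1 shares of 22.7% to 29.5%, those without it 16.5% to 21.1%, and 9.73 points of the difference remained when it was left out.

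For cell line specific regions, 1 of the 35 splits of the 8 libraries, the one by line, gave as many. This is the exact test given with that result and adds no separate evidence.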
